A study of Homo sapiens with 9 samples. Its data were reported in "TCF3::HLF orchestrates an enhancer-promoter network with activation of MEF2C to promote immature HSC gene expression in leukemia" (2026).

How the data were processed

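RNA was measured by sequencing in HAL-01 cells, a B cell acute lymphoblastic leukemia (B-ALL) line that carries the t(17;19) translocation and expresses the fusion transcription factor TCF3::HLF. The cells stably expressed Cas9 and GFP. They received a single guide RNA (sgRNA) directed at the HLF motif of the TCF3::HLF-bound MEF2C enhancer or a scrambled guide. Per the labels, sgRNA_96 and sgRNA_97 make up the MEF2C-enhancer KO class and SCR1 is the control, with 3 replicates of each, all collected on day 13. The replicates carry the numbers 1, 3 and 4 in every group, and groups were taken from the sample titles. Which bases each guide cuts, how many cells were edited and whether unedited cells were removed were not analysed here.

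The authors prepared poly(A)-selected TruSeq libraries, trimmed the reads with TrimGalore, aligned them with STAR to hg38 and quantified transcripts with Salmon through the nf-core RNA-seq workflow. They deposited 1 table of estimated counts per transcript, without normalization, and 1 table of TPM, an abundance that Salmon computes from the counts and the effective transcript lengths and scales to a fixed total. Each table held 252835 transcripts of 62700 genes for the 9 libraries, and no column lacked a sample. The annotation release was not stated, and all 252835 transcript identifiers matched GENCODE release 44 with the same gene identifier, so coordinates are those of that release on hg38. Of the deposited counts above 0, 87.8% were not whole numbers. TPM values summed to 1000000 in each library. Salmon divides reads that match several transcripts by likelihood, so counts of genes with near-identical copies, and of gene models that overlap, rest on that division. Whether the counting used strand was not stated.

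Estimated counts were summed per gene and rounded to whole numbers. Totals ranged from 15212462 to 29777361 counts per library, the deepest being SCR1 replicate 1, and the control totals overlapped those of the KO libraries. Genes were kept by filterByExpr of edgeR with its minimum count of 10, which left 14436 genes. Library sizes were scaled by TMM, and expression is given as CPM, counts over the scaled library size times 1000000. Differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05, and every adjusted p below comes from this test unless another is named. The study's methods name DESeq2 for the comparison of enhancer KO with control, and DESeq2 1.42.0 was run as an alternative. In the comparison of enhancer KO with control the 6 KO libraries formed a single group. Each guide against SCR1, and sgRNA_97 against sgRNA_96, came from a single fit with 3 groups. The common biological coefficient of variation was 0.0724 in the KO fit. For MEF2C an exact two-sided permutation test of mean log2 CPM was added. With 6 against 3 libraries it has 84 arrangements, and the smallest p it could give is 0.0119.

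Replicates were compared before they were averaged. Counts of replicate pairs differed by 4.38 to 8.82 times the chi-square expected from sampling alone, so no library was a duplicate of another. Spearman correlations lay between 0.992 and 0.995 within groups.

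Because both guides were compared with the same 3 control libraries, the correlation of their fold changes lies above 0 with no effect at all. Unchanged groups were therefore simulated against shared controls 20 times.

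Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with adjustment over the 19 lists that the study named or used. Each list was derived from samples other than these. The tests fry, camera with an estimated correlation and fgsea 1.28.0 were alternatives. Own lists of p53 targets, DNA replication genes and interferon-response genes formed a second family of 3. S phase and G2/M phase lists were added after the data were seen and formed a family of 2. Older gene names were matched through RefSeq synonyms.

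The genes named below were set by a rule before the data were examined, as were the comparisons, the lists apart from the added ones, and the alternatives apart from the GC and length trend offsets. The rule was a panel of 13 genes that the study discussed, together with the 5 largest rises and the 5 largest falls. These had to have an adjusted p under 0.05 in the KO comparison and with each guide in the same direction, a mean CPM of at least 1 and no overlap between the KO and control values. It left 1240 eligible genes. Other genes named below were chosen after their values were seen.

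The tests were checked on simulated counts with the means, dispersions and depths of these libraries, in which 200 of 14436 genes were changed by a factor of 2. In the first simulation 90.0% of the changed genes were called, with no wrong direction, and 13 of the 193 calls were false. The criterion first set for this check was a recovery over 90%, which that simulation did not pass. The missed genes were those whose planted change was small against their variance, and the criterion was then changed to the recovery of genes whose planted change was over 5 standard errors, and extended to 6 simulations. All 170 such genes were called in the first simulation, and at least 98.3% in each of the 6. Recovery of all changed genes ranged from 86.5 to 94.0%, and the share of false calls from 5.46 to 8.72%, which is above the nominal level in every simulation. Between the guides, where no gene was changed, 2 genes were called in the first simulation. In a simulation of 18 randomly drawn lists, camera called 0, the estimated correlation 0, fgsea 1 and fry 5. These lists could hold some of the 200 changed genes, so a call by fry need not be false. Genes were simulated independently, so these counts do not show how camera fares on lists of genes that vary together.

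Alternatives were DESeq2 size factors, no filter, at least 10 counts in every sample, a replicate block, an offset for effective gene length, DESeq2, limma-voom, limma on log2(TPM + 1) and log2(TPM + 0.1) with a mean TPM of at least 1, log2(TPM + 1) without that filter, other groupings of the libraries in the fit, the list tests above and leaving out each of the 9 libraries in turn. Offsets that remove the trend of each library over gene GC content, and over gene length, were added after the data were seen.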

Results

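The data comprised 9 RNA-seq libraries of HAL-01 leukemia cells collected on day 13 after delivery of the guides, 3 with sgRNA_96, 3 with sgRNA_97 and 3 with the scrambled guide SCR1. Total counts were 15924380, 20565658 and 18240039 for sgRNA_96 replicates 1, 3 and 4, and 15212462, 18977679 and 16746837 for sgRNA_97. They were 29777361, 17439072 and 21356387 for SCR1. Mitochondrial genes took between 5.97 and 7.01% of the counts, and the 10 most abundant genes between 7.79 and 8.72%. The first principal component carried 22.11% of the variance and separated the control from the KO libraries. The lowest control score was 23.6 and the highest KO score -3.48.

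MEF2C, the gene contacted by the targeted enhancer, was examined first in every library. MEF2C (ENSG00000081189.17) lies on the minus strand of chromosome 5 from 88717117 to 88904257 (hg38). The position of the targeted motif was not analysed here. MEF2C was expressed at 552 ± 13.4 CPM (SD, n = 3) in SCR1 and at 509 ± 22.11 CPM (SD, n = 6) in the MEF2C-enhancer KO libraries. The change was small, with a log2 fold change of -0.12 (SE 0.04), and its adjusted p of 0.0620 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was above the threshold. An exact two-sided permutation test on MEF2C alone gave p = 0.0238. MEF2C was lower than in every control in 5 of 6 KO libraries, and sgRNA_97 replicate 1, at 553 CPM, lay within the control range. Without that library the log2 fold change was -0.14 and the adjusted p 0.0143. With sgRNA_96 the level was 501 ± 7.93 CPM (SD, n = 3), with a log2 fold change of -0.14 and an adjusted p of 0.0853 in edgeR. With sgRNA_97 it was 517 ± 30.95 CPM (SD, n = 3), with a log2 fold change of -0.09 and an adjusted p of 0.232. The guides' effects on MEF2C did not differ detectably, with a log2 difference of 0.05 (SE 0.05). In DESeq2 the same log2 fold change of -0.12 for enhancer KO against control had an adjusted p of 0.0199. Over all alternatives, leave-outs included, the adjusted p lay between 0.00374 and 0.187 and the direction stayed negative. The log2 fold change lay between -0.17, with the gene length offset, and -0.11. Antisense genes MEF2C-AS1 and MEF2C-AS2 overlap MEF2C, and whether the counting used strand was not stated, so their reads are not excluded from the MEF2C level. MEF2C had 57 annotated transcripts, of which 8 held at least 1 percent of the gene's counts.

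**Figure D1:**
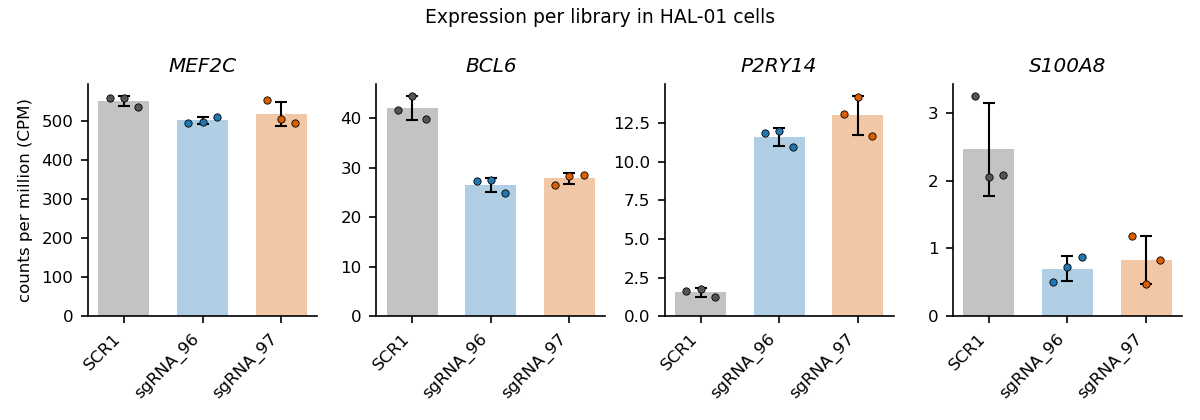
Expression of MEF2C, BCL6, P2RY14 and S100A8 in CPM (vertical axes, each starting at 0) for SCR1, sgRNA_96 and sgRNA_97. Bars are means, error bars SD and points the 3 libraries of each group; MEF2C of sgRNA_97 replicate 1 lies at 553 CPM within the control range, while P2RY14 rose from 1.54 to 12.3 CPM in the KO libraries.

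To determine which genes differ when the enhancer is targeted, the 6 KO libraries were compared with the 3 SCR1 libraries. Of 14436 genes tested, 2984 (20.7%) had an adjusted p under 0.05 in edgeR, 1458 higher and 1526 lower in the KO libraries. Most changes were small, with a median absolute log2 fold change of 0.28 among called genes. A change of at least 2-fold was seen for 160 of them, 31 lower and the rest higher. KO and control values did not overlap for 2929 tested genes (20.3%), against 2.38% by chance. The setting that moved the count most was a test on log2(TPM + 1) without an expression filter, which called 648 genes. With SCR1 replicate 1 left out, the deepest library, the count was 1503, and without SCR1 replicate 4 it was 1813.

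**Figure D2:**
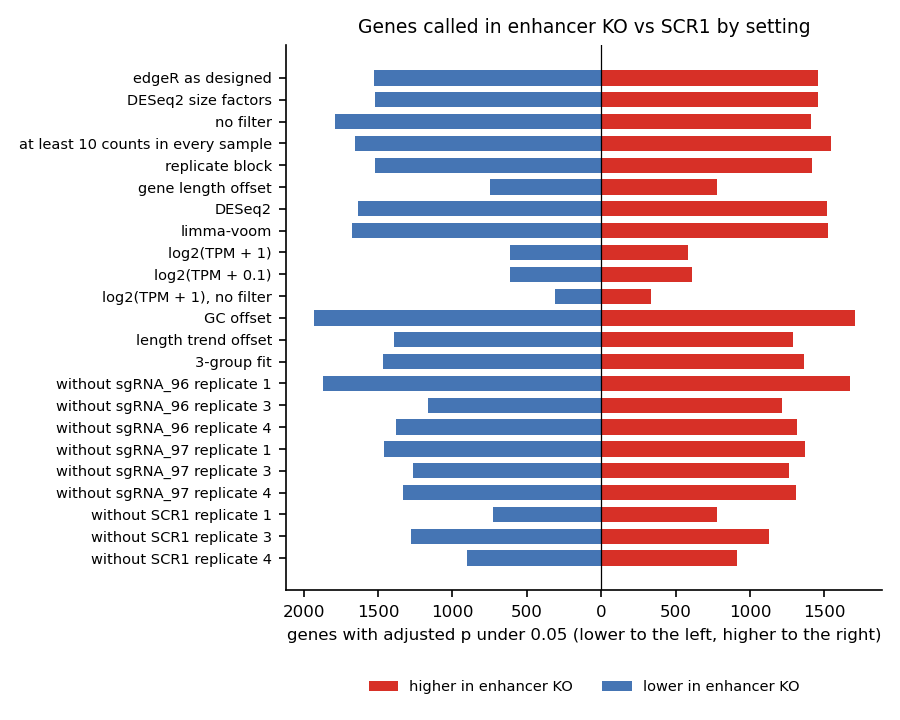
Number of genes with an adjusted p under 0.05 in enhancer KO against SCR1 (horizontal axis), lower genes to the left and higher genes to the right, for the designed test and each alternative. The count is 2984 as designed, 648 with log2(TPM + 1) and no filter, and 3640 with the GC offset.

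Of the 13 panel genes that the study discussed, 3 were called over all genes tested and 6 when adjusted over the list alone. MEF2C was past the threshold over the list alone (adjusted p 0.0395 in edgeR) and not over all genes (0.0620). BCL6 (ENSG00000113916.18, chromosome 3) fell from 41.99 ± 2.44 CPM (SD, n = 3) in SCR1 to 27.2 ± 1.34 CPM (SD, n = 6), with a log2 fold change of -0.62 (SE 0.06) and an adjusted p of 5.77e-06 in edgeR. Its level was lower in all 6 KO libraries than in every control. BCL6, CLSTN2, BCL2 and FOXP1 each overlap at least 1 other gene model on their strand, which makes their levels uncertain. TCF3 fell by 0.24 on the log2 scale (adjusted p 0.00986 in edgeR) and CLSTN2 rose by 0.15 (adjusted p 0.0113). Both calls depended on the setting. TCF3 was no longer past the threshold without SCR1 replicate 4, at an adjusted p of 0.0721 in edgeR, with the gene length offset, at 0.208, or in the 3 tests on TPM. CLSTN2 was not past it without SCR1 replicate 1, at 0.0554, without SCR1 replicate 4, at 0.0695, or in the tests on TPM, and with the length trend offset its log2 fold change was 0.01. Over all alternatives the adjusted p of TCF3 lay between 2.1e-05 and 0.396 and that of CLSTN2 between 0.000151 and 0.934, the latter with the length trend offset. The deposited counts give the wild-type and fusion transcripts of TCF3 and HLF no separate value. By guide, TCF3 and CLSTN2 passed with sgRNA_97 (adjusted p 0.0223 and 0.0180 in edgeR) and not with sgRNA_96 (0.0635 and 0.0802). HLF, with a log2 fold change of -0.12, and BCL2, with -0.11, were past the threshold in enhancer KO only over the list alone (adjusted p 0.0395 and 0.0440 in edgeR), and both passed over all genes with DESeq2, with the GC offset and with the length trend offset. HLF passed over all genes with sgRNA_97 (log2 fold change -0.15, adjusted p 0.0461 in edgeR) and not with sgRNA_96 (-0.08, adjusted p 0.321). None of TCF3, CLSTN2 and HLF differed detectably between the guides, with log2 differences of -0.05, 0.05 and -0.07 and an adjusted p of 1.00 each in edgeR. HLF also passed in enhancer KO without sgRNA_96 replicate 1, at 0.0477, and without sgRNA_96 replicate 4, at 0.0172, and BCL2 without sgRNA_97 replicate 1, at 0.0467. MYC, SOX4, FOXP1, HLX, MESP1, DLX6 and B3GNT7 passed neither, with log2 fold changes from -0.17 for MESP1 to 0.19 for DLX6. B3GNT7 passed over all genes with the GC offset, at a log2 fold change of 0.24 and an adjusted p of 0.0406 in edgeR. The study places BCL6 among genes that rise on TCF3::HLF knockout and CLSTN2 among targets that the fusion activates. Here BCL6 fell and CLSTN2 rose, against the direction of fusion loss. MEF2C and BCL2, also placed among activated genes, fell, past the threshold in the designed test only over the list alone.

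Of the 5 largest rises, P2RY14 (ENSG00000174944.9) had the most counts. This gene lies on the minus strand of chromosome 3 from 151212117 to 151278542, inside MED12L on the opposite strand, and MED12L itself did not change detectably (log2 fold change -0.15, adjusted p 0.726 in edgeR). P2RY14 was at 1.54 ± 0.280 CPM (SD, n = 3) in SCR1 and at 12.3 ± 1.17 CPM (SD, n = 6) in the KO libraries, a log2 fold change of 2.99 (SE 0.15) with an adjusted p of 1.11e-08 in edgeR. It rose by 2.91 with sgRNA_96 and by 3.07 with sgRNA_97 on the log2 scale. The other 4 rises were ENSG00000273345, HERC2P2, ABHD14A-ACY1 and ENSG00000228401, with log2 fold changes of 3.83, 3.199, 2.38 and 2.09 and mean KO levels of 1.79 to 2.54 CPM. ENSG00000273345 and ABHD14A-ACY1 share their strand and sequence with other genes, HERC2P2 is a pseudogene with near-identical copies and ENSG00000228401 lies opposite EGFL7, so these 4 rises are uncertain. The first 3 were not past the threshold in the test on log2(TPM + 1) without a filter. The 5 largest falls were TNFRSF9, ENSG00000224750, S100A8, SPRY4 and MYT1L, with log2 fold changes of -2.15, -1.94, -1.70, -1.42 and -1.40. Their control levels were low, from 2.36 CPM for MYT1L to 8.33 CPM for ENSG00000224750, and the latter overlaps other gene models. TNFRSF9 was not past the threshold with the gene length offset (adjusted p 0.0961 in edgeR), nor were TNFRSF9 and SPRY4 in the test on log2(TPM + 1) without a filter. S100A8 (ENSG00000143546.10, chromosome 1) fell from 2.46 ± 0.689 CPM (SD, n = 3) to 0.766 ± 0.265 CPM (SD, n = 6), with an adjusted p of 9.6e-04 in edgeR.

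The guides were next compared with each other, as independent reagents for the same motif. Against SCR1, sgRNA_96 changed 1615 genes, 834 higher and 781 lower, and sgRNA_97 changed 2181 genes, 1061 higher and 1120 lower. Both guides called 1293 genes in the same direction and 0 in opposite directions. Simulations of unchanged groups that shared the controls gave a mean overlap of 0.1. They made a mean of only 0.75 calls for sgRNA_96 and 0.6 for sgRNA_97, so almost no overlap was possible. Shared controls also make opposite calls unlikely, and a shift in the SCR1 libraries alone would give such agreement, so the overlap does not exclude it. The count of each guide rested partly on single libraries. Without SCR1 replicate 1 the counts were 774 and 987, without SCR1 replicate 4 they were 916 and 1243, without sgRNA_96 replicate 3 the sgRNA_96 count was 743, and without sgRNA_97 replicate 3 the sgRNA_97 count was 1056. Across genes, which are not independent replicates, the log2 fold changes of the guides had a Pearson correlation of 0.616. Simulated unchanged groups gave a mean of 0.476, with a range from 0.436 to 0.517. The sign was shared by 82.9% of genes, against 66.1% in the simulations. A direct test of sgRNA_97 against sgRNA_96 called 3 genes, all higher with sgRNA_97. The same test called 2 genes in a simulation in which no gene differed between the guides.

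**Figure D3:**
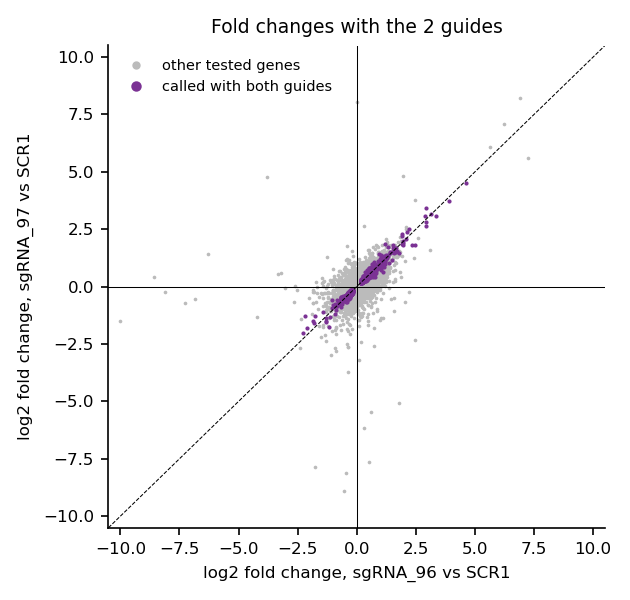
Log2 fold change against SCR1 with sgRNA_96 (horizontal axis) and with sgRNA_97 (vertical axis) for the 14436 tested genes, each point a gene and the dashed line marking equal change. The 1293 genes called with both guides changed in the same direction, and the correlation across all tested genes is 0.616.

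To establish how expression programs linked to MEF2C and to hematopoietic stem cells (HSCs) moved, 19 gene lists from the study were tested against the ranking of genes in enhancer KO against SCR1. With camera, 7 lists had an adjusted p under 0.05, 3 higher and 4 lower. All 7 also passed with fry and with fgsea, each of which called 15 lists. With the correlation estimated from each list none passed, 6 lists had an unadjusted p under 0.05 and the smallest adjusted p was 0.0795. The largest shift was in genes that fall as HLF-positive HSCs mature, with a median log2 fold change of -0.17 (camera adjusted p 1.0e-23). Of its tested genes, 54.7% were called lower and 1.89% higher over all genes, 56.6% in total against 66.0% when adjusted over the list alone. Genes that rise during HSC maturation went the other way, with a median of 0.13 over 97 genes (camera adjusted p 1.9e-11), 37 called higher and 1 lower, 38 in total over all genes against 45 when adjusted over the list alone. Leukemia stem cell genes had a median of -0.13 (camera adjusted p 3.1e-08), with 52 called over all genes and 60 when adjusted over the list alone.

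The lists from MEF2C mutants and knockouts came from acute myeloid leukemia (AML) cells. Genes lower in cells with MEF2C-S222A, a form of MEF2C with its phosphorylated serine replaced, had a median of -0.17 (camera adjusted p 1.9e-11), and those higher with it a median of 0.08 over 387 genes (camera adjusted p 1.8e-04). Over all genes 49.1% and 35.1% of them were called, against 57.1% and 40.1% when adjusted over the list alone. The lists of genes lower after knockout of MEF2C or SIK3 in MOLM13 cells, and of Mef2c or Sik3 in the mouse line RN2, were not past the threshold, with camera adjusted p of 0.935, 0.319, 0.319 and 0.154. MEF2C target genes (0.641) and MEF2 target genes (0.468) were not either. With fry and fgsea the MOLM13 SIK3 list (adjusted p 0.0159 and 0.0225), the RN2 Mef2c list (0.0177 and 0.0225), the MEF2C targets (0.00993 and 0.0122) and the MEF2 targets (0.0344 and 0.0351) passed as higher, and the RN2 Sik3 list (0.00382 and 0.0188) as lower. The RN2 Sik3 list also passed as lower with camera and no filter (0.0212). Other lists not past the threshold were those of SPINK2-positive progenitors of the aorta-gonad-mesonephros (AGM) region (0.0808) and of the liver (0.552), nascent HSCs of the AGM region (0.701) and genes specific to them (0.132), HSCs against other progenitors (0.404) and other blood cells against HSCs (0.535). The AGM SPINK2-positive list passed without SCR1 replicate 1 (camera adjusted p 0.0433), with no filter (0.0398), with the GC offset (0.00981) and with the length trend offset (0.0418), as higher each time. It also passed as higher with fry (adjusted p 0.00497) and fgsea (0.00306). With fry alone, the liver list (0.0361) and the list specific to AGM nascent HSCs (4.9e-04) passed as higher. With fgsea alone, HSCs against other progenitors (0.00232) and other blood cells against HSCs (0.00962) passed, both as lower.

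**Figure D4:**
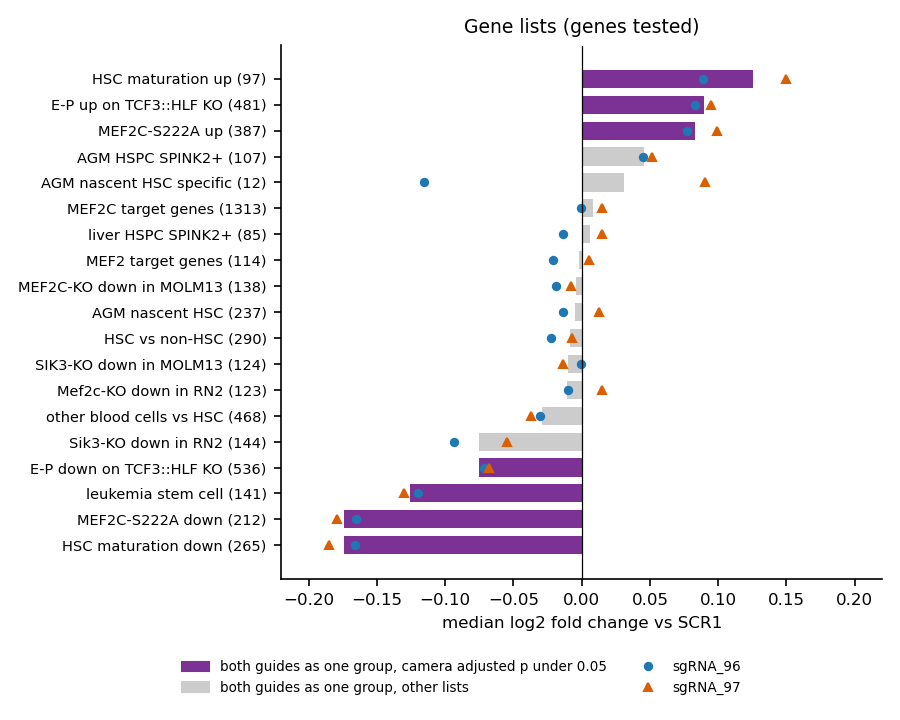
Median log2 fold change against SCR1 (horizontal axis) of the 19 gene lists, with the number of tested genes in brackets. Bars give both guides as a single group, with purple for a camera adjusted p under 0.05, and symbols give each guide; the lists that fall and rise in HSC maturation have medians of -0.17 and 0.13.

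Genes whose promoters contact a TCF3::HLF-bound enhancer (E-P genes) were compared by their direction on TCF3::HLF knockout, which was measured in other libraries. Those that fall on TCF3::HLF knockout had a median log2 fold change of -0.07 (camera adjusted p 0.00748), and those that rise a median of 0.09 over 481 genes (camera adjusted p 2.9e-06). When adjusted over the list alone, 34.3% and 34.9% of them were called, against 31.2% and 31.4% over all genes. Of the 318 E-P genes called over all genes, 74.5% changed in the same direction in both knockouts. Fisher's exact test, two-sided, of the direction in one knockout against the other gave p = 2.9e-19, with genes as units, which are not independent replicates. Of the called genes that fall on TCF3::HLF knockout, 70.1% were lower and 50 higher, while of those that rise 120 were higher and 31 lower. Across alternatives, leave-outs included, the share lay between 69.5 and 77.3%.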

Values the study reported

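The study reported 1021 up-regulated and 969 down-regulated genes at an adjusted P under 0.05 in HAL-01 cells with the MEF2C enhancer targeted, with MEF2C among the down-regulated ones. Apart from RNA-seq, it reported lower MEF2C by RT-qPCR and Western blot, and less TCF3::HLF bound at the enhancer by ChIP-qPCR. The labels do not say which of its guides are sgRNA_96 and sgRNA_97. In competition with untargeted cells, the study put the loss of targeted HAL-01 cells at about 40% by the day on which RNA was taken. From other HAL-01 libraries, the study listed 1057 pairs of a TCF3::HLF-bound region and a promoter whose gene responded to TCF3::HLF knockout, 512 of them up-regulated and 545 down-regulated.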

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

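The tests of the explanation for the 3 genes below were set before their summed values were computed, but after the genes were seen.

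Among 27 values checked over the 6 KO libraries, 1 had a library far from the others, and 1.35 would be expected by chance. It was MEF2C in sgRNA_97 replicate 1, at 552.8 CPM, where the other KO libraries lay between 495 and 510 CPM. The gap was 0.737 of the whole range, above the limit that Dixon's test sets for 6 samples. The library's total of 15212462 counts was the lowest of all. Its response over the genes called without it was 0.31 on the log2 scale, inside the range of the other KO libraries, from 0.23 to 0.37. That covers only the changed genes. On the second principal component, which carried 15.4% of the variance, this library had the lowest score of all, -33.99, and sgRNA_96 replicate 1 the highest, 30.84, while the other libraries lay between -4.60 and 9.39. So this library also stood apart on a component other than the first, which separated KO from control. No technical or biological explanation for the MEF2C value of this library was tested.

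A direct test between the guides called 3 genes, GVINP1, ENSG00000285816 and ENSG00000285920, with fitted log2 differences of 8.98, 8.02 and 8.57 (adjusted p 0.00230, 0.0269 and 0.0193 in edgeR). GVINP1, a pseudogene, lies on the minus strand of chromosome 11 from 6714610 to 6721880 (hg38), ENSG00000285816 on the plus strand of chromosome 11 from 65261928 to 65326543 and ENSG00000285920 on the plus strand of chromosome 15 from 41284007 to 41380996. All had 0 counts in the 3 sgRNA_96 libraries and were present in 3 of 3 sgRNA_97 libraries, so the fitted values are no measure of size. Against the level that 3 counts would give, they were at least 19.58-fold, 10.0-fold and 14.8-fold higher with sgRNA_97. GVINP1 was also present in all SCR1 libraries, at 1.12 to 3.79 CPM, while ENSG00000285816 was at 0 there and ENSG00000285920 at no more than 0.201 CPM. Each overlaps 1 to 3 other genes on its own strand. Reads moved between overlapping gene models by the estimation of transcript counts are a candidate explanation. The sum of each gene with its overlapping genes did not differ detectably, with a largest absolute log2 ratio of 0.0491, which is what such a move would give. The genes' own level was at most 2.06 standard errors of the summed difference, so a real change of that size would not have shown either, and the explanations cannot be told apart. A difference between the guides stays open. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes, the real one, and 10 splits cannot give a share under 0.1. The largest other split gave 2 genes. The test called 2 genes in a simulation in which no gene differed between the guides, so false calls stay open as well.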

How the results depend on the processing

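The processing was varied in 17 settings and in 9 fits that each left out a library. The direction of MEF2C and the higher share of same-direction E-P genes did not change wherever each was computed. The guides' correlation stayed positive too, but shared controls make it positive with no effect at all, so its sign decides nothing. The lists were not tested under DESeq2, limma-voom or TPM.

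The count of genes changed in enhancer KO was 1526 with the gene length offset, 1195 with log2(TPM + 1), 1222 with log2(TPM + 0.1) and 648 with log2(TPM + 1) and no filter. Of these calls 1413, 1124, 1145 and 613 were shared with the 2984 of the designed test. For sgRNA_96 the counts in the same order were 661, 440, 451 and 2.0e+02, and for sgRNA_97 924, 679, 696 and 311. For sgRNA_96 the fall in calls was uneven, with 406 higher and 255 lower with the length offset and 73 lower in the last fit, against 834 higher and 781 lower as designed. With the GC offset, chosen after seeing the data, the counts rose to 3640 for enhancer KO and 2515 for sgRNA_96. The cause of these shifts was not tested except for the length offset, which is taken up among the other observations. An offset that removes the trend over gene length, also chosen after seeing the data, gave 2681, 1463 and 1994 genes. DESeq2 called 3150 genes, and no setting of the normalization, filter or tool on counts other than the length offset moved the enhancer KO count by over 1.5 times.

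Leaving out a library gave from 1503 to 3547 genes for enhancer KO, from 743 to 1989 for sgRNA_96 and from 987 to 2451 for sgRNA_97. The lowest were without SCR1 replicate 1, sgRNA_96 replicate 3 and SCR1 replicate 1, and the highest were all without sgRNA_96 replicate 1. The cause was not tested.

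The count of genes that differ between the guides was 1.1e+02 with no filter (46 higher and 60 lower), 1 with at least 10 counts in every sample, 1 with the gene length offset, 8 with DESeq2, 5 with limma-voom, 0 with log2(TPM + 1) (541 at an unadjusted p under 0.05), 0 with log2(TPM + 0.1) (535 at an unadjusted p under 0.05) and 1 with log2(TPM + 1) and no filter. It was from 1 to 3 across the leave-outs. Each fit without a KO library shared only 1 call with the designed test, while each fit without an SCR1 library shared 3. The 1 gene with at least 10 counts in every sample was none of the 3, which that filter removes.

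MEF2C passed the threshold in enhancer KO with DESeq2 (log2 fold change -0.12, adjusted p 0.0199), limma-voom (-0.12, adjusted p 0.0469), the GC offset (-0.14, adjusted p 0.00374) and the length trend offset (-0.14, adjusted p 0.0218), while the adjusted p over all alternatives reached 0.187. With sgRNA_96 it passed with DESeq2 (-0.14, adjusted p 0.0274), the GC offset (-0.16, adjusted p 0.0103) and the length trend offset (-0.16, adjusted p 0.0393), and with sgRNA_97 with the GC offset (-0.13, adjusted p 0.0265). The fitted falls were larger with the gene length offset, at -0.17 in enhancer KO, -0.22 with sgRNA_96 and -0.12 with sgRNA_97. None of these passed the threshold (adjusted p 0.0561, 0.0510 and 0.232 in edgeR). The tests on TPM gave -0.17, -0.22 and -0.13, also not past it. Across the leave-outs the log2 fold change in enhancer KO lay from -0.14 to -0.11, with sgRNA_96 from -0.16 to -0.13 and with sgRNA_97 from -0.14 to -0.07. The lowest enhancer KO value, without sgRNA_97 replicate 1, was past the threshold.

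The guides' correlation was 0.486 with no filter and 0.838 with at least 10 counts in every sample, and from 0.453 to 0.684 across the leave-outs. The lower values lie near the simulated level of unchanged groups, 0.476, which was simulated for the designed setting alone. The count of lists past the threshold was 15 with fry, 15 with fgsea and 0 with camera and an estimated correlation, and from 7 to 8 across the leave-outs. Fry asks whether genes of a list change at all. In the simulation it called 5 of 18 randomly drawn lists, which could hold changed genes.

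The replicate numbers do not pair the samples. Deviations from the group means of same-numbered libraries had correlations from -0.0656 to 0.0552 over 9 pairs, 0 of them over 0.1. With the replicate number as a block, enhancer KO changed 2936 genes, sgRNA_96 1576 and sgRNA_97 2082, and 1 gene differed between the guides. No other call of the design changed under the block.

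MESP1 changed direction with the gene length offset (0.41), log2(TPM + 1) with and without the filter (0.27) and log2(TPM + 0.1) (0.36), and its log2 fold change ran from -0.36 to 0.0105 across the leave-outs, the last without SCR1 replicate 1, never past the threshold. The MOLM13 list of genes lower after MEF2C knockout changed direction with the GC offset (adjusted p 0.606) and fgsea (0.328), and without sgRNA_96 replicate 3 (0.977), sgRNA_97 replicate 3 (0.994) or SCR1 replicate 3 (0.645), with adjusted p from 0.645 to 0.994 across the leave-outs. The AGM nascent HSC list did so with the GC offset (0.902), with the length trend offset (0.0849) and without sgRNA_96 replicate 4 (0.964), with adjusted p from 0.281 to 0.984 across the leave-outs. With the length trend offset the lists of HSCs against other progenitors (0.311) and of other blood cells against HSCs (0.868) changed direction too. Causes were not tested. Of the comparisons of named genes with a setting, 437 stayed as they were, 17 lost the threshold, 10 gained it and 5 reversed. Of 380 comparisons of lists, 342 stayed, 7 lost it, 21 gained it and 10 reversed.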

Other observations

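The tests of GC content, of the calls shared with the length offset, of the trend over gene length, of the MEF2C list from MOLM13 cells, of cell cycle genes on the HSC maturation list, of the S phase list and of X chromosome genes were chosen only after the result was seen.

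The number of genes lower in enhancer KO was 1526. That is higher than the value quoted from the study above. The direction depended on the setting. DESeq2 called 1633 lower genes, while log2(TPM + 1) called 610, log2(TPM + 0.1) 612 and log2(TPM + 1) without a filter 311, and the fits without SCR1 replicate 1 and without SCR1 replicate 4 called 726 and 901. On TPM, in both of these leave-outs and with the gene length offset the number was below the quoted value. The full settings of the study's DESeq2 fit are not known here.

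Of the 84 splits of the 9 libraries into groups of 6 and 3, 1 gave as many genes as enhancer KO against SCR1, the real one, and the largest other split gave 3 genes. For sgRNA_96 and for sgRNA_97 against SCR1, 1 of 10 splits gave as many, the real one in both cases, and the largest other gave 1 gene. A design with 10 splits cannot give a share under 0.1.

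Library size was set against the changed genes. After every library was thinned at random to the smallest total, 2734 genes were called, 2607 of them shared with the full counts. Totals of 3 KO libraries were above the lowest control total. Both values argue against library size as the source of most calls. The log2 fold change followed mean expression weakly across genes, with a Spearman correlation of -0.15. A trend over GC content was present, with a Spearman correlation of -0.21 between GC content and log2 fold change across genes. Removing it left 2773 of the 2984 calls, so such a trend is not the source of most calls. The log2 fold change also followed gene length weakly, with a Spearman correlation of 0.14. Removing that trend from each library brought the correlation to -0.04 and left 2364 of the 2984 calls, so such a trend is not the source of most calls. The gene length offset, which follows the effective lengths estimated in each library, is less clear. It brought the count to 1526, more than the 1.5 times set beforehand as a sign of length bias, with 1413 calls made in both fits. The correlation with length was still 0.12 with this offset, so neither count decides on a trend over length. The calls lost with it kept their direction in 98.6% of cases, with a median of 0.942 of their fold change, while their standard errors grew by a median factor of 1.26. The common coefficient of variation rose from 0.0724 to 0.118. Effective lengths that differ between libraries may still account for some of the calls lost with this offset.

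Responses to cutting or to slower growth may contribute to the changed genes. The p53 target list was higher in enhancer KO (camera adjusted p 0.00453), with a median log2 fold change of 0.05, 8 of 23 genes called higher and 1 lower. CDKN1A did not change detectably (log2 fold change 0.01, adjusted p 0.928 in edgeR), and MDM2 rose by 0.14 on the log2 scale. The interferon-response list was higher too (camera adjusted p 0.00402), with a median of 0.13 and 6 of 31 genes called. DNA replication genes were lower (camera adjusted p 2.5e-37), with a median of -0.31, 37 of 39 called lower and 1 higher. The added S phase list had a median of -0.28 and the G2/M phase list a median of -0.14, with camera adjusted p of 1.7e-30 and 2.2e-11. These 5 lists also passed with an estimated correlation, adjusted over families of 3 and 2. The p53 and interferon lists each had an adjusted p of 0.0165 by camera with that correlation. The study's lists were adjusted over 19, so their failure there cannot be set directly against these passes. Each pattern is what a lower share of dividing cells, a p53 response or an interferon response would give. Whether SCR1 cuts any site was not analysed here, and an effect of cutting at the enhancer and an effect of losing the motif were not separated, nor were cause and consequence of slower growth.

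Loss of MEF2C activity as a source of the changed genes was not resolved. The lists that bear on it went different ways. The MOLM13 list of genes lower after MEF2C knockout did not move (camera adjusted p 0.935), and as it comes from another cell type this does not exclude the explanation. The RN2 Mef2c list (fry adjusted p 0.0177, fgsea adjusted p 0.0225) and the MEF2C targets (0.00993 and 0.0122) passed only with fry and fgsea, as higher, which is not the direction that a loss of activation would give. The MEF2C-S222A lists moved as with the mutant, the lower genes by a median of -0.17 (camera adjusted p 1.9e-11) and the higher genes by 0.08 (camera adjusted p 1.8e-04), which is the direction that perturbed MEF2C would give. Neither passed with an estimated correlation (adjusted p 0.0795 each), and an effect of slower growth on these 2 lists was not separated. Over the 6 KO libraries, the MEF2C level and the response over genes called without that library had a Pearson r of 0.0242 (exact permutation p 0.940, adjusted over the pair of tests 0.940) and a Spearman rho of 0.143 (exact permutation p 0.803, adjusted 0.940). Without the 2 libraries farthest from the median, r was 0.601, which was not tested. A response that grows as MEF2C falls would give a negative value, and none of these was negative. MEF2C ranged only from 495 to 553 CPM, so a dependence on MEF2C cannot be told apart from none. Near MEF2C, within 3 Mb, 2 of 11 tested genes were called, both higher, TMEM161B and TMEM161B-DT, with log2 fold changes of 0.25 and 0.41. That is no more than elsewhere (Fisher's exact test, two-sided, p = 1), and within 1 Mb it was 2 of 3 (p = 0.111 by the same exact test).

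The fall of genes of the HSC maturation list was set against technical and cell cycle explanations. With the GC offset the camera adjusted p was 9.5e-25. Of 10000 random lists matched on mean expression, 0 had a median as low, and the lowest was -0.0543 against -0.17. These values argue against a GC trend, and against a shift shared by genes of the same expression level, as the whole source. Slower growth stays open. Only 5 genes of the list were among the cell cycle markers used here, so the camera adjusted p without them, 5.9e-23, decides nothing, and genes of metabolism and protein synthesis on the list were not tested apart.

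Clustered histone genes rose while S phase genes fell. Of 30 tested, 13 were called higher and 0 lower, with a median log2 fold change of 0.62. Their summed level was 206 ± 10.22 CPM (SD, n = 3) in SCR1 and 310 ± 14.9 CPM (SD, n = 6) in enhancer KO. The sum was above every control in 6 of 6 KO libraries, which argues against reads split between near-identical histone copies. A larger share of cells in S phase would raise the S phase list, whose median fell by 0.283 on the log2 scale. Carry-over of RNA without a poly(A) tail may contribute. The sum of 5 such RNAs (RN7SK, RN7SL1, RN7SL2, RMRP and RPPH1) had a log2 ratio of 0.41, within the spread of libraries, at 29.9 ± 8.85 CPM (SD, n = 6) against 22.46 ± 6.13 CPM (SD, n = 3). In the 3 KO libraries with these RNAs in the control range, the histone sum was above every control in 3 of 3. Carry-over and a rise of polyadenylated histone transcripts, as in cells that leave the cycle, cannot be told apart by these few RNAs, and the latter was not tested.

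XIST was higher in 6 of 6 KO libraries than in every control, at 1657 ± 67.2 CPM (SD, n = 6) against 1254 ± 78.7 CPM (SD, n = 3), a log2 fold change of 0.40 (SE 0.04) with an adjusted p of 1.7e-05 in edgeR. If silencing followed, genes of the X chromosome would be lower as a set. The 439 tested had a median log2 fold change of 0.02, with 34 called higher and 39 lower and a camera p of 0.684. A small median over genes that went both ways and a p above the threshold do not exclude silencing of part of the chromosome or to a small degree, so this stays undecided, and no other explanation was tested.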
